A study of Homo sapiens with 10 samples. Its data were reported in "Post-transcriptional air pollution oxidation to the cholesterol biosynthesis pathway promotes pulmonary stress phenotypes" (2020).

How the data were processed

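The data were RNA sequencing libraries from BEAS-2B, an established human bronchial epithelial cell line, exposed for 1.5 h to clean air or to an air pollution mixture, which was formed by letting ozone (4 ppm) react with acrolein (790 ppb) and with methacrolein (670 ppb). Libraries were made from input RNA and from RNA immunoprecipitated (IP) with an antibody against 8-oxo-7,8-dihydroguanine (8-oxoG), an oxidised form of guanine. The 10 libraries were grouped by their labels into input clean air (n = 3, replicates 3, 4 and 5), input air pollution (n = 3, replicates 3, 4 and 5), IP clean air (n = 2, replicates 3 and 4) and IP air pollution (n = 2, replicates 3 and 4).

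The authors trimmed reads with cutadapt 1.14, aligned them with STAR 2.6.0c to the human genome (GRCh 38, patch 12, GENCODE 26) and quantified them with RSEM 1.3.1. The deposited values per library were RSEM expected counts and TPM (transcript abundance scaled to a fixed sum per library), for 58219 genes and 199324 transcripts. RSEM assigns a read that fits several isoforms or genes in fractions, so an expected count is an estimate. The strand setting was not stated, so genes that overlap, antisense genes and near-identical copies are uncertain. The authors also deposited comparison tables per transcript with log2 fold changes, their standard errors and p-values from DESeq2, run in R 3.6.1. The zero pattern of those tables was compared with the libraries: the input comparison fitted all 6 inputs with 0 mismatched transcripts, and the IP comparisons fitted 4 libraries each, the inputs and IPs of replicates 3 and 4, with 0 mismatched transcripts. A further 10 columns of per-sample values in the comparison tables were not mapped to samples and were not used.

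Expected counts were rounded to whole numbers and tested in R 4.3.3 with the quasi-likelihood test of edgeR 4.0.16, with TMM scaling, the default low-count filter for the compared groups and Benjamini-Hochberg adjustment. A feature was called when its adjusted p was under 0.05 and its fold change over 2. The comparisons were air pollution against clean air in the 6 inputs, IP against input within each exposure, and the difference of those enrichments between exposures (an interaction contrast over all 10 libraries), each for genes and for transcripts. No covariate was used. Every p-value of these fits is two-sided. The libraries, the tests, the thresholds and a first set of alternatives were fixed before the data were examined.

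A transcript was listed as pollution-induced when it was called enriched in air pollution and was either not called in clean air or enriched there by a fold 1.5 times smaller. The plan took the share of listed transcripts with a lower input level from the edgeR list. That list held 0 transcripts, so the share was taken from the list of DESeq2 1.42.0 calls instead, a choice made after the empty list was seen. The share was set beside the same share in 8 simulated data sets with no exposure effect, because the exposed inputs enter both the selection and the outcome.

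Lists of genes for cholesterol biosynthesis, NRF2 targets, heat shock and immediate early genes were tested with camera in limma 3.58.1 (inter-gene correlation preset), with fry as an alternative. Shares of counts per library were compared with exact two-sided permutation tests of the difference of means. For 3 inputs against 3 there are 20 label assignments, so p cannot go below 0.1. These tests ignore that IP and input are paired, and an exact two-sided sign-flip test over the 4 pairs, where p cannot go below 0.125, was added after the data were seen. Confidence intervals are 95% Wilson intervals, and the floor of a library is 3 counts. Reads carried no molecular identifiers as far as the labels say, so intervals and floors cover counting error only.

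The named features were FDFT1, GAPDH, PPIB and the transcript ENST00000529464, the list members called in a comparison, and per test and direction the 3 called features (5 for genes in the inputs) with the largest change, a mean of at least 10 CPM (counts scaled to a fixed library total) and no overlap between the groups. A further feature fixed by this rule is not reported here. Symbols were found for 57437 genes (98.7%). Positions come from GENCODE 44 on GRCh 38, which matched 97.8% of the transcripts, and of those 85.1% had the same length as in the deposited values.

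The fits were tested on simulated counts with 200 changed features. At the gene level the share recovered was 100% in the inputs, 100% for enrichment in clean air, 93.5% for enrichment in air pollution and 86% for the interaction. At the transcript level it was 71.5%, 48%, 0% and 0% in the same order, so a count of 0 transcripts for enrichment in air pollution carries little information. False calls numbered 0 to 11. These shares hold only for the sizes of change and the noise that were simulated, and are no measure of power at the fold threshold. In the real inputs a single library decided the count of called genes. The recovery of 100% therefore does not make a count of 0 input genes informative.

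The alternatives were DESeq2, RLE scaling, library size only, no low-count filter, a mean of at least 10 CPM, an adjusted p under 0.1, the replicate number as a block, and each input left out in turn. Within an exposure the block pairs IP and input of the same RNA. The input of replicate 5 has no IP there, so the block absorbs it and leaves little to estimate the spread from. Over all 10 libraries both exposures share the block, so it does not pair IP and input of the same RNA. Leaving out an IP library leaves 1 in its group, so those fits gave only fold changes. Fits with the inputs of replicates 3 and 4 only, and a correction for length and GC content, were added after the data were seen.

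Replicate numbers were checked as pairs by correlating deviations from group means. IP and input libraries of a number came from the same RNA according to the study's methods, and the correlation of the replicate 4 against 3 differences was 0.62 in clean air and 0.71 in air pollution.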

Results

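Input RNA and 8-oxoG IP RNA of BEAS-2B cells were sequenced after exposure to clean air or to the air pollution mixture. Totals ranged from 7203207 to 46776986 expected counts. The inputs held 19531965, 23407140 and 46776986 expected counts in clean air (replicates 3, 4 and 5) and 31305010, 19118318 and 25152512 in air pollution. The IP libraries of replicates 3 and 4 held 15371067 and 21003475 in clean air and 22984364 and 7203207 in air pollution, so IP air pollution replicate 4 had the lowest depth of the 10.

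Protein-coding genes took 74.6% ± 1.8 (SD, n = 3) of counts in clean air inputs and 68.9% ± 4.5 (SD, n = 3) in air pollution inputs. In the IP libraries they took 94.7% ± 0.28 (SD, n = 2) in clean air and 92.8% ± 1.6 (SD, n = 2) in air pollution. Mitochondrial genes took 8.21% ± 2.3 (SD, n = 3) and 11.7% ± 5.6 (SD, n = 3) of the clean air and air pollution inputs, against 0.402% ± 0.19 (SD, n = 2) and 0.700% ± 0.68 (SD, n = 2) of the IP libraries. RN7SL genes took 11.4% ± 1.2 (SD, n = 3) and 11.3% ± 2.8 (SD, n = 3) of the inputs, against 1.96% ± 0.099 (SD, n = 2) and 2.41% ± 0.057 (SD, n = 2) of the IP libraries. Over 4 measures, IP and input differed in the protein-coding share (exact permutation p = 0.00476, adjusted 0.00952), the RN7SL share (exact permutation p = 0.00476, adjusted 0.00952) and the mitochondrial share (exact permutation p = 0.00952, adjusted 0.0127). For the lncRNA share the exact permutation p was 0.305 (adjusted 0.305), but this test ignores the pairing of IP and input, and the share was lower in the IP in 4 of 4 pairs with the same replicate number. In all 4 measures the 4 pairs moved in the same direction, with an exact sign-flip p of 0.125 (adjusted 0.125), the smallest possible with 4 pairs. Between exposures in the inputs the exact permutation test could not decide, since its p cannot go below 0.1 with 3 against 3. In air pollution inputs 4 and 5 the protein-coding share was 65.6% and 67%, against 72.5% to 76% in clean air. The mitochondrial share was 13% and 16.6% against 6.17% to 10.7%, and the lncRNA share 1.79% and 1.56% against 0.803% to 0.839%. Input air pollution replicate 3 did not share these shifts (74%, 5.56% and 0.821%), and the RN7SL share did not separate the inputs. Most of the mitochondrial share in each library was the ribosomal RNA MT-RNR2. It took 9.59% and 12.7% in air pollution inputs 4 and 5 and 4.77% to 7.74% in clean air inputs. The paper states that ribosomal RNA was depleted, so the mitochondrial share is no measure of mitochondrial mRNA. The exact permutation p was 0.2 for protein-coding genes (adjusted 0.4) and 0.4 for mitochondrial genes (adjusted 0.533).

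Across 13507 genes, the library labelled input air pollution replicate 3 had a Pearson r of 0.993 with input clean air replicate 4. Its r was 0.931 and 0.947 with input air pollution replicates 4 and 5, which had an r of 0.982 with each other. These values are across genes, which are not independent replicates. Values without that library are given below for named features whose call changed and for counts of calls that moved by over 1.5 times.

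**Figure D1:**
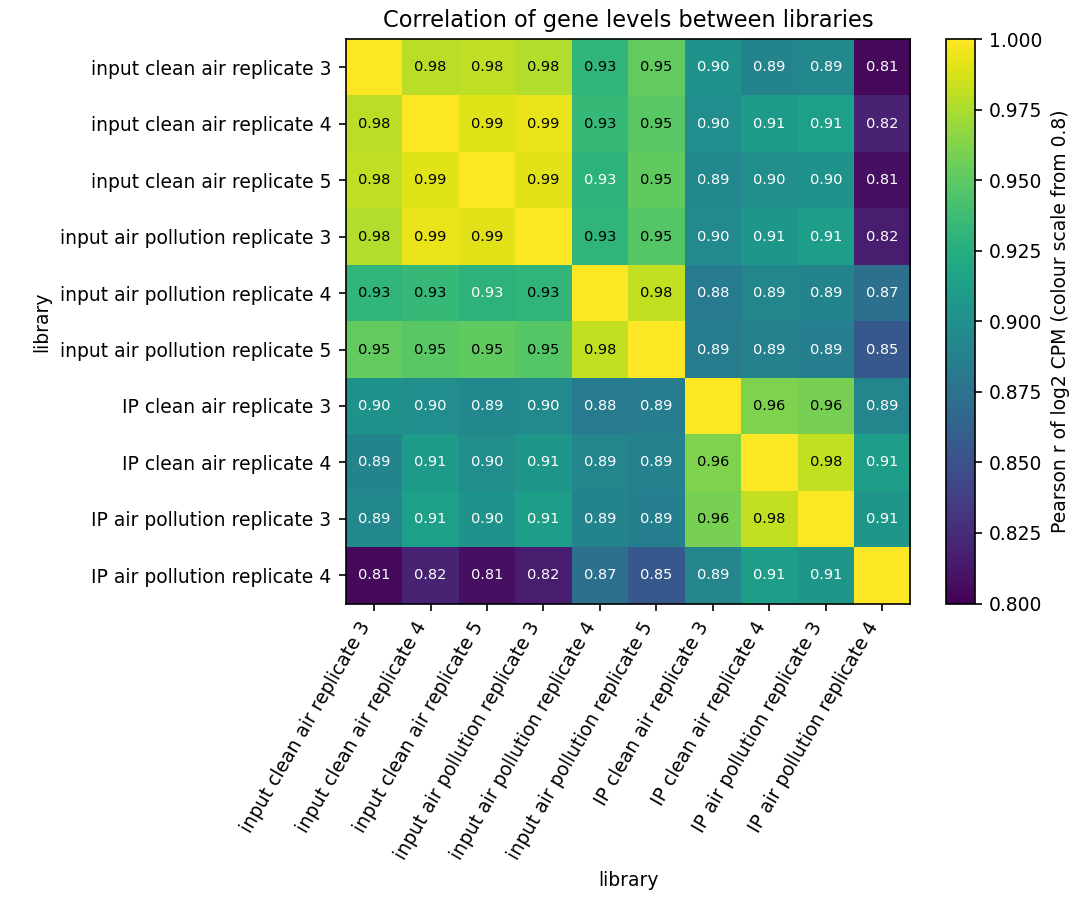
Pearson r of log2 CPM across genes for each pair of the 10 libraries, on a colour scale that starts at 0.8. The library labelled input air pollution replicate 3 had an r of 0.993 with input clean air replicate 4.

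The first comparison asked whether the mixture changed RNA levels. Of 14776 genes tested in the inputs, 0 were called, the smallest adjusted p was 0.349 (edgeR, Benjamini-Hochberg) and 2102 had an unadjusted p under 0.05. Of 50345 transcripts, 0 were called and 3890 had an unadjusted p under 0.05. One library decided these counts. Without the library labelled input air pollution replicate 3, 2144 genes were called, 1937 higher and 207 lower, and 5031 transcripts, 2413 higher and 2618 lower. Each of the other 5 fits without 1 input called 0 genes and 0 transcripts. DESeq2 called 239 genes on all 6 inputs, 236 of them higher.

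**Figure D2:**
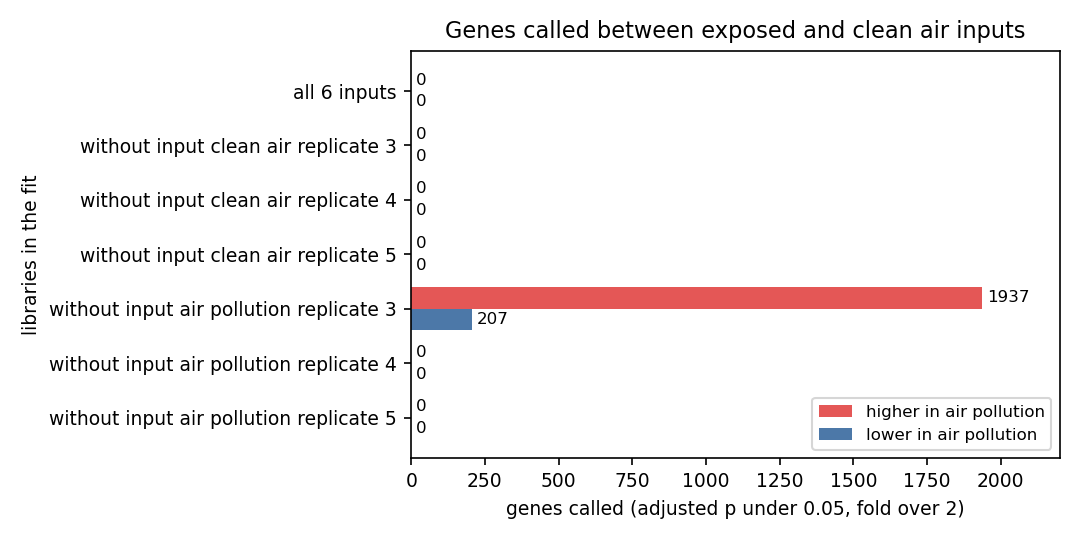
Number of genes called higher or lower in air pollution inputs for all 6 inputs and for each fit without 1 input. Calls appeared only without input air pollution replicate 3, with 1937 higher and 207 lower.

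No member of the gene lists was called in the inputs, either over all genes or adjusted over the list alone. NRF2 targets were lower as a set (camera, adjusted p = 0.00799), with 16 of 20 lower and a median log2 fold change of -0.30. Immediate early genes were higher as a set (camera, adjusted p = 0.00799), with 14 of 18 higher and a median of 0.40. Under fry the adjusted p of both was 0.247, so neither call held there. Without input clean air replicate 3 the adjusted p of immediate early genes was 0.0576. Cholesterol biosynthesis genes (8 higher and 13 lower of 21, median -0.04, adjusted p = 0.743) and heat shock genes (4 higher and 10 lower of 14, median -0.15, adjusted p = 0.487) did not differ as sets.

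FDFT1 (ENSG00000079459, chromosome 8, 11795573 to 11839395) encodes the squalene synthase of cholesterol synthesis. It stood at 350 CPM ± 31.3 (SD, n = 3) in clean air inputs and 301 CPM ± 85.8 (SD, n = 3) in air pollution inputs, a log2 fold change of -0.14 ± 0.20 (SE, edgeR adjusted p = 0.678). GAPDH (ENSG00000111640) changed by -0.33 ± 0.24 (SE, edgeR adjusted p = 0.448) and PPIB (ENSG00000166794) by 0.08 ± 0.16 (SE, edgeR adjusted p = 0.785). Without the library labelled input air pollution replicate 3, FDFT1 changed by -0.37 (edgeR adjusted p = 0.0419) and GAPDH by -0.59 (edgeR adjusted p = 0.00787), both under a fold of 2.

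The second comparison asked which RNAs were over-represented after 8-oxoG immunoprecipitation. In clean air, 1169 of 14714 genes were called enriched and 2030 depleted. With library size as the only scaling these became 2371 and 1416, and the share enriched among calls moved from 36.5% to 62.6%. The median log2 fold change of all genes moved from -0.02 to 0.25 between these scalings. In air pollution, 432 of 15636 genes were called enriched and 893 depleted. With the replicate number as a block, which pairs IP and input of the same RNA, 699 were called enriched and 1884 depleted. That block absorbed input air pollution replicate 5, which has no IP, and left little to estimate the spread from. Its smallest adjusted p was 1.3e-37, against 0.0074 without the block (edgeR), so these counts are no firmer result. Without input air pollution replicate 4 the enriched genes numbered 26 and the depleted genes 329. Without replicate 5 these counts were 1 and 3. Enrichment in the 2 exposures had a Spearman rho of 0.809 across 14498 genes, which are not independent replicates. The 2 lists shared 355 enriched and 763 depleted genes. Of transcripts, 3317 of 51978 were called enriched and 6148 depleted in clean air. With the replicate block 0 were called in either direction there, with a smallest adjusted p of 0.0697 (edgeR). The same limit of the block held there, so the cause of this loss stays open. In air pollution 0 of 59658 were called, the smallest adjusted p was 0.0661 (edgeR) and 11749 had an unadjusted p under 0.05.

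Among enriched genes with no overlap between groups, ENSG00000258465 (chromosome 1, 160216800 to 160285130, overlapping DCAF8 and PEX19) rose from 0.405 CPM ± 0.702 (SD, n = 3) in clean air inputs to 42.0 CPM ± 3.02 (SD, n = 2) in the IP (log2 fold change 7.22, edgeR adjusted p = 0.000803). The readthrough gene ZFP91-CNTF (chromosome 11, 58579172 to 58624639), which overlaps ZFP91 and CNTF, rose by 6.42 in clean air (edgeR adjusted p = 0.000221) and 8.42 in air pollution (edgeR adjusted p = 0.0155). SMN2 rose by 4.43 in clean air (edgeR adjusted p = 5.36e-05), and its reads could be divided with its near-identical copy SMN1. ENSG00000268083, which overlaps ECH1 and HNRNPL, rose by 9.13 in air pollution (edgeR adjusted p = 0.00807). ENSG00000258465 also rose in air pollution, by 5.01 (edgeR adjusted p = 0.0267). The overlaps make the counts of these genes uncertain. The most depleted were the small RNAs RNU2-2P (-10.65 in clean air and -9.63 in air pollution) and SNORA23 (-9.56 and -7.83), which lie within WDR74 and IPO7, and the mitochondrial pseudogenes MTATP6P1 (-12.28 in clean air) and MTCO1P12 (-6.64 in air pollution), whose reads could come from mitochondrial DNA copies. These fitted values depend on counts near 0 in a group and are no bounds. Without input air pollution replicate 5 the air pollution calls of ZFP91-CNTF (edgeR adjusted p = 0.0766), ENSG00000258465 (0.135), RNU2-2P (0.055), SNORA23 (0.107) and MTCO1P12 (0.139) were lost. With DESeq2 the clean air value of ENSG00000258465 was 6.78 (adjusted p = 0.0777).

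List members were called in both directions. In clean air 4 cholesterol genes were called (4 adjusted over the list alone), namely PMVK, higher by 1.05, and GGPS1, MSMO1 and SC5D, which changed by -1.49, -2.46 and -2.99. In air pollution 3 were called (4 adjusted over the list alone), namely MSMO1 (-2.36), SC5D (-2.67) and DHCR7 (-1.01). Of NRF2 targets, 2 were called in clean air (2 adjusted over the list alone), FTL (-1.10) and TXN (-1.92), and 1 in air pollution (1 adjusted over the list alone), TXN (-1.70). Of heat shock genes, 3 were called in clean air (3 adjusted over the list alone), the near-identical HSPA1A (1.47) and HSPA1B (1.99) and HSPE1 (-2.19), and 1 in air pollution (3 adjusted over the list alone), HSPE1 (-1.78). Of immediate early genes, 3 were called in clean air (2 adjusted over the list alone), JUN (1.04), IER2 (1.07) and ZFP36 (-1.16), and 1 in air pollution (1 adjusted over the list alone), ZFP36 (-1.68). The JUN call depended on single libraries. Its value was 0.39 without IP clean air replicate 4 and 1.46 without IP clean air replicate 3, and its adjusted p was 0.0983 with DESeq2, 0.0953 without input clean air replicate 3 and 0.108 without input clean air replicate 5 (edgeR). JUN (0.93) and IER2 (0.90) in clean air and DHCR7 (-0.99) in air pollution fell under a fold of 2 with the replicate block and lost their call. IER2 was also 0.75 without IP clean air replicate 4 and 0.92 without input clean air replicate 5. ZFP36 in clean air was -0.89 without IP clean air replicate 3 and -1.55 without replicate 4, and -0.89 with library size only. FTL was -0.84 with library size only and -0.97 without input clean air replicate 4, PMVK was 0.98 without input clean air replicate 3, and DHCR7 was -0.95 with DESeq2, -0.94 with RLE scaling and -0.70 with library size only, all under a fold of 2. All 6 list calls in air pollution were lost without input air pollution replicate 5, with edgeR adjusted p from 0.0766 (SC5D) to 0.185 (DHCR7). Without input air pollution replicate 4, DHCR7 (edgeR adjusted p = 0.11), TXN (0.0521) and ZFP36 (0.0866) were lost, while MSMO1, SC5D and HSPE1 kept their call.

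The FDFT1 gene was lower in the IP than in the input, by -0.54 ± 0.12 (SE, edgeR adjusted p = 0.00812) in clean air and -0.45 ± 0.30 (SE, edgeR adjusted p = 0.354) in air pollution. With library size as the only scaling the value in clean air was -0.28 (edgeR adjusted p = 0.117), and with the replicate block the value in air pollution was -0.54 (edgeR adjusted p = 0.0281). None of these values passed a fold of 2.

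The transcripts with the largest enrichment in clean air had 0 counts in all 3 clean air inputs. TPI1 transcript ENST00000488464 was at least 1871-fold higher in the IP, HLA-C transcript ENST00000640219 at least 1670-fold and MAP2K2 transcript ENST00000394867 at least 1270-fold. The most depleted had 0 counts in both clean air IPs, with VCL transcript ENST00000211998 at least 860-fold lower, CD164 transcript ENST00000310786 at least 845-fold lower and TPM3 transcript ENST00000341485 at least 650-fold lower. With the replicate block none of these transcripts was called, and the adjusted p of each was 0.0697 (edgeR).

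RNA was not fragmented before immunoprecipitation, so longer RNAs hold more guanines. Enrichment had a Spearman rho with gene length of 0.180 in clean air (14714 genes) and 0.123 in air pollution (15636 genes). The SD between replicate pairs was 0.085 and 0.069, and genes are not independent replicates.

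The third comparison asked directly whether enrichment differed between exposures. Of 16158 genes 0 were called, the smallest adjusted p was 0.291 (edgeR) and 469 had an unadjusted p under 0.05. Of 68011 transcripts 11 were called higher and 28 lower. Without the library labelled input air pollution replicate 3, 8 were called. With the replicate block, which both exposures shared in this fit, 0 were called. The IP libraries alone (air pollution against clean air) also gave 0, with 1528 at an unadjusted p under 0.05. AFAP1 transcript ENST00000360265 had 0 counts in both clean air IPs and was at least 56.1-fold higher in the air pollution IP, ADGRL2 transcript ENST00000319517 at least 80.8-fold and ITPRID2 transcript ENST00000409001 at least 80.1-fold. The ADGRL2 limit rests on the mean of 2 unequal air pollution IPs (13.7 CPM ± 11.4, SD, n = 2). GOLGB1 transcript ENST00000340645 had 0 counts in both air pollution IPs and was at least 183-fold lower there, RIF1 transcript ENST00000444746 at least 95-fold and MAZ transcript ENST00000545521 at least 91.3-fold. Without the library labelled input air pollution replicate 3 the calls of ADGRL2 (edgeR adjusted p = 0.0623), ITPRID2 (0.0623), RIF1 (0.0603) and MAZ (0.0904) were lost. All named calls, AFAP1 and GOLGB1 included, were lost without input clean air replicate 3, 4 or 5 and without input air pollution replicate 5. Each of those fits called 0 transcripts, with a smallest adjusted p from 0.0557 to 0.104 (edgeR). No gene list differed as a set. The camera adjusted p was 0.0934 for cholesterol biosynthesis (16 of 21 higher, median 0.13), 0.0934 for NRF2 targets (15 of 20 higher, median 0.23), 0.141 for heat shock (11 of 14 higher, median 0.09) and 0.887 for immediate early genes (13 of 19 lower, median -0.05), where the direction from camera was higher although the median was below 0. No list member was called over all genes or adjusted over the list alone. The FDFT1 gene changed by 0.10 ± 0.33 (SE, edgeR adjusted p = 1).

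Transcript ENST00000529464 of FDFT1 (chromosome 8, 11802746 to 11831581, 932 nt, 6 exons) is annotated as subject to nonsense-mediated decay. It had 5.22, 31.2 and 189 expected counts in clean air inputs (replicates 3, 4 and 5) and 0, 0 and 0.43 in air pollution inputs. It had 312 and 343 in the clean air IPs and 588 and 395 in the air pollution IPs. Its share of FDFT1 counts was 0.0947% (95% Wilson interval 0.0388 to 0.212), 0.383% (0.268 to 0.540) and 1.26% (1.10 to 1.45) in clean air inputs. The 0 counts in air pollution inputs 3 and 4 allow shares of up to 0.0342% and 0.0840% (upper Wilson bounds). In the IPs the share was 7.99% (7.19 to 8.89) and 6.06% (5.48 to 6.73) in clean air and 8.80% (8.13 to 9.49) and 25.6% (23.5 to 27.8) in air pollution. The default filter removed it from the test of inputs. Without that filter its log2 fold change was -8.79 (edgeR adjusted p = 0.221), and with DESeq2 it was -8.14 (adjusted p = 0.000931). Its enrichment was 2.85 ± 1.00 (SE, edgeR adjusted p = 0.112) in clean air, 4.11 there without input clean air replicate 5 (edgeR adjusted p = 0.0722), and 12.33 ± 0.98 (SE, edgeR adjusted p = 0.0661) in air pollution. The change of enrichment was 9.49 ± 1.86 (SE, edgeR adjusted p = 0.233). DESeq2 gave an enrichment of 2.92 in clean air (adjusted p = 0.0166) and 11.92 in air pollution (adjusted p = 6.71e-10), and a change of 9.09 (adjusted p = 0.00125). Without the low-count filter, edgeR gave 12.23 in air pollution (adjusted p = 0.000273) and a change of 9.69 (adjusted p = 0.00624). With the replicate block the adjusted p was 0.193 in air pollution and 0.471 for the change (edgeR). Fitted values that involve the air pollution inputs depend on counts near 0 there and are no measured folds. Between the IP libraries alone it changed by 1.02 (edgeR adjusted p = 1).

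**Figure D3:**
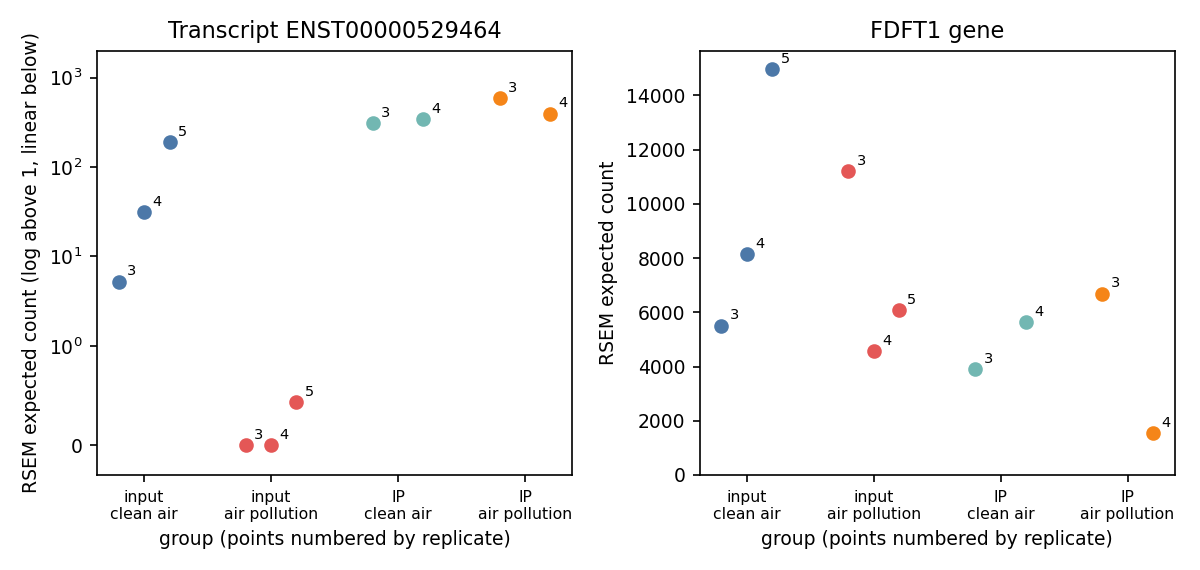
Expected counts per library of transcript ENST00000529464 (left, log scale above 1) and of the FDFT1 gene (right), with points numbered by replicate. The transcript had 0, 0 and 0.43 counts in air pollution inputs and 588 and 395 in the air pollution IPs.

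The rule for pollution-induced transcripts listed 0 transcripts with edgeR calls, because 0 were called enriched in air pollution. With DESeq2 calls it listed 1228. Applied to the authors' deposited tables it listed 222 transcripts of 219 genes, of which 39 were also called in clean air. Exchanging the exposures in the rule listed 3317 transcripts with edgeR and 5022 with DESeq2. The edgeR list was all transcripts called enriched in clean air, because 0 were called in air pollution, so its size was fixed by those calls. The median log2 fold change of the 222 in the authors' deposited tables was 10.62 in air pollution and 9.49 in clean air. The authors' deposited table for air pollution gave ENST00000529464 a log2 fold change of 11.77 (adjusted p 0.0216), and it was 1 of the 222. The authors' deposited table for clean air gave it 4.38 (adjusted p 1.75e-05), so it was enriched in both exposures and was listed because that fold was over 1.5 times smaller. The 11.77 also depends on 0 counts in the air pollution inputs of replicates 3 and 4.

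The last comparison asked whether pollution-induced transcripts had lower input levels. In the DESeq2 list, 767 of the 897 transcripts with an input fold change were lower in air pollution (85.5%, 95% Wilson interval 83.1 to 87.7). In 8 simulated data sets with no exposure effect the share was 79.3% (78.2 to 79.9). With enrichment from replicates 3 and 4 and the input change from replicate 5, which shares no input library with the selection and has 1 library per exposure, the share was 48.7% (230 of 472, 95% Wilson interval 44.2 to 53.2). Transcripts matched on level gave 37.6% in the same comparison, so 48.7% is not to be read against an even split. With 1 library per exposure this difference decides nothing. From the authors' deposited tables the share was 74.4% (96 of 129), against 45.4% of all transcripts there. For the parent genes the share was 56.0% (623 of 1112).

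**Figure D4:**
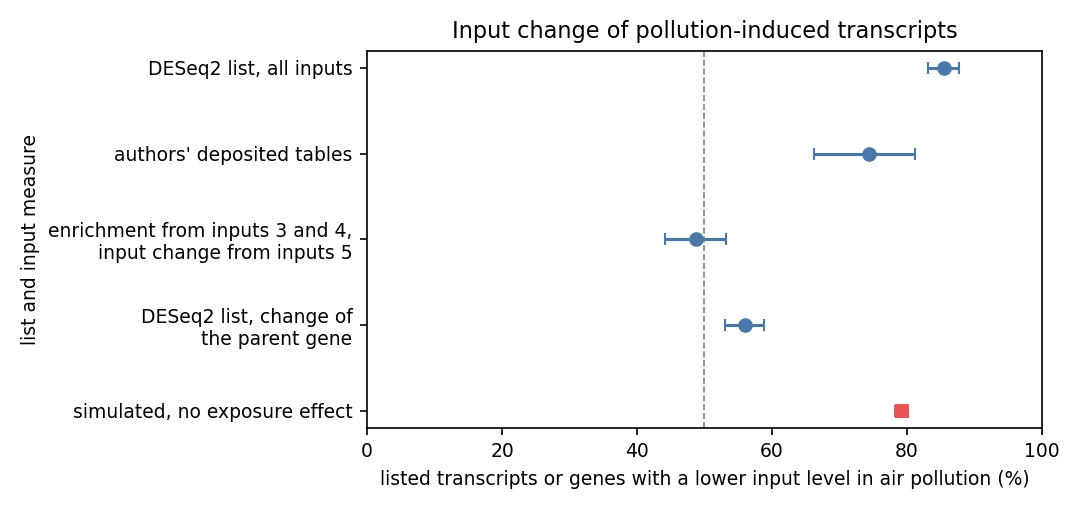
Percent of pollution-induced transcripts (or parent genes) with a lower input level in air pollution, with 95% Wilson intervals, and the range of 8 simulated data sets without an exposure effect. The share was 85.5% in the DESeq2 list, 79.3% in simulated data and 48.7% with independent inputs. Transcripts matched on level gave 37.6% with independent inputs.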

Values the study reported

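For the high-level mixture, the study reported 555 transcripts enriched in 8-oxoG. Of these, 42 had also been found with the low-level mixture.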

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

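Both tests in this part were chosen only after the 39 calls were seen, though before their own values were computed. The change of IP enrichment with exposure was called in 39 transcripts (11 higher and 28 lower) by the interaction test without a block. With the replicate block 0 of the 39 were called (smallest adjusted p 0.202, edgeR), and the fits that each left out 1 input gave 0 to 9 calls. Both exposures shared that block, although their libraries of the same number showed no positive correlation, so it is no paired test of IP and input. Whether enrichment of these transcripts differed between the exposures therefore stays open. All 39 had an IP group with at most 3 counts in each library, 11 in clean air and 28 in air pollution. The input side of the contrast was larger than the IP side in 0 of the 39 (median absolute log2 values 0.25 and 6.49), which argues against inputs near 0 as the cause. A second technical explanation is that reads moved between isoforms of 1 gene. The parent genes then stay near all genes, and their median absolute log2 fold change was 0.21, against 0.29 for all genes (percentile 9.27 of random draws), with 0 parent genes at an unadjusted p under 0.05. These values are consistent with isoform assignment of reads in the IP libraries. An exposure effect on single isoforms was not tested and stays open. In the simulated data 0% of the changed transcripts were recovered in this contrast.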

How the results depend on the processing

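No test in this part was chosen only after its result was seen, except the fits with the inputs of replicates 3 and 4 only and the use of the DESeq2 list for the share. Unless a cause is named, the cause was not tested.

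For input genes (0 called), DESeq2 called 239 and the fit without a low-count filter 706. For input transcripts (0 called), these gave 255 and 22. Across the 6 fits that each left out 1 input, calls ranged from 0 to 2144 genes and from 0 to 5031 transcripts. Both highest values came without input air pollution replicate 3.

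For enrichment in clean air, 1169 genes became 2371 with library size only, where 62.6% of calls were higher against 36.5%. The fits without 1 input gave 956 to 1158. The 3317 transcripts became 5756 with DESeq2, 5845 with library size only (56.5% higher against 35.0%), 2178 with a mean of at least 10 CPM, where fewer were tested, and 1200 with the inputs of replicates 3 and 4 only. Fits without 1 input gave 1200 to 1673 enriched and 1894 to 2665 depleted (against 6148), both lowest without input clean air replicate 5.

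For enrichment in air pollution, 432 genes became 863 with DESeq2, 1373 with library size only (67.4% higher against 32.6%), 764 without a low-count filter and 663 at an adjusted p under 0.1. With the inputs of replicates 3 and 4 only there was 1, and fits without 1 input gave 1 to 642, with 26 without air pollution replicate 4 and 1 without replicate 5. The 893 depleted genes ranged from 3 to 930 in these fits, with 329 without air pollution replicate 4 and 3 without replicate 5. The 0 transcripts became 2001 with DESeq2, 438 with library size only, 755 without a filter, 679 with a mean of at least 10 CPM, 426 at an adjusted p under 0.1 and 1308 with DESeq2 on the inputs of replicates 3 and 4.

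For the change of enrichment, 0 genes became 3 with DESeq2 and 43 without a filter. The 39 transcripts became 1056 with DESeq2, 252 without a filter, 25 with a mean of at least 10 CPM, 120 at an adjusted p under 0.1 and 0 in the IP libraries only. Fits without 1 input gave 0 to 9, so each input left out moved this count.

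The rule for pollution-induced transcripts (0 with edgeR) gave 1228 with DESeq2, 222 from the authors' deposited tables, 423 without a filter and 182 at an adjusted p under 0.1. It gave 82 for genes and 900 with DESeq2 on the inputs of replicates 3 and 4. The mirror rule gave 3317, which are all edgeR calls of enrichment in clean air. Each fit without 1 input gave 0. The share with a lower input level (85.5% in the DESeq2 list) was 74.4% from the authors' deposited tables, 48.7% with independent inputs, 66.6% under the mirror rule (higher input levels) and 56.0% for parent genes. Transcripts matched on level gave 37.6% with independent inputs, and all transcripts of the authors' deposited tables gave 45.4%. In the simulated data with no exposure effect the share under the mirror rule was 78.7%. Leaving out each replicate gave no share, since those edgeR lists were empty.

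The replicate numbers pair IP and input. Between the 2 exposures, inputs of the same number showed no positive correlation (r of -0.34, -0.01 and -0.14 for replicates 3, 4 and 5), nor did the IPs (r of -0.07). The paper states that control and exposure chambers ran in parallel, so a shared exposure run for each number stays possible. With the replicate block, enrichment in clean air called 0 transcripts enriched against 3317 and 0 depleted against 6148. Enrichment in air pollution called 699 genes enriched against 432 and 1884 depleted against 893, and the change of enrichment 0 transcripts against 39. The enrichment fits with the block left little to estimate the spread from. For the change of enrichment the block did not pair IP and input of the same RNA. These counts are therefore no firmer than those without the block. Of the named results 15 lost their side of a threshold with the block and 2 gained it. The other counts of calls moved by less than 1.5 times, apart from counts of depleted features, which are given only where named.

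Under fry, the adjusted p of NRF2 targets and of immediate early genes in the inputs was 0.247. For immediate early genes the fits without 1 input gave 0.002 to 0.0576, the highest without input clean air replicate 3. The direction of cholesterol biosynthesis in the inputs reversed without input clean air replicate 4 (0.723), input air pollution replicate 4 (0.862) and input air pollution replicate 5 (0.800), in a range of 0.0698 to 0.862. For immediate early genes in the change of enrichment the direction was higher with camera, against a median below 0, and was lower, as the median was, under fry (0.806) and with the replicate block (0.929). Length rho kept its sign and stayed within 1 SD between pairs, from 0.142 to 0.219 in clean air and from 0.0797 to 0.149 in air pollution.

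Of named genes, GAPDH enrichment in air pollution reversed with library size only (0.07) and without input air pollution replicate 3 (0.04, in a range of -0.38 to 0.04 over the fits without 1 library). The FDFT1 change of enrichment reversed without input air pollution replicate 4 (-0.01) and without IP air pollution replicate 3 (-0.19, range -0.19 to 0.34). Of 730 alternative values for 57 named results, 591 stayed the same, 93 became weaker, 28 moved, 14 became stronger and 4 reversed. Weaker or stronger means a change of side at an adjusted p of 0.05 or, where that was passed, at a fold of 2. Fits without an IP library have no p, and there a value stayed the same when it moved by at most 1 SE.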

Other observations

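The tests on the library labelled input air pollution replicate 3 and the test of IP levels in the listed transcripts were chosen only after those results were seen, as were the test of a batch of replicates 4 and 5, the replicate 5 comparisons with transcripts enriched in both exposures and with the mirror list, the interval on parent genes and the test of cytosine.

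The library labelled input air pollution replicate 3 lay with the clean air inputs. A library deposited under 2 names would differ from its copy by counting noise alone, and the smallest chi-square per degree of freedom between it and another input was 6.2. That value was with input clean air replicate 4 and argues only against an identical library. The next smallest value between inputs was 23.7, for input clean air replicates 4 and 5. Exchanged labels within replicate 3 would place input clean air replicate 3 with the exposed inputs, and its slope along the replicate 5 difference was 0.17, where input air pollution replicate 4 had 1.07. Low depth is argued against by its total of 31.3 M expected counts, rank 2 of 6. An exchange of that input alone would leave the IP of air pollution replicate 3 with the other exposed IP. The slope of the IP replicate 3 difference along the IP replicate 4 difference was -0.08. Across genes, the IP of air pollution replicate 3 had an r of 0.982 and 0.959 with IP clean air replicates 4 and 3. Its r was 0.906 with IP air pollution replicate 4, which had the lowest depth. The chi-square per degree of freedom between the IP of air pollution replicate 3 and IP clean air replicate 4 was 11.7. This was the smallest between IP libraries, with 36.1 the next. An exchange of both RNA samples between the replicate 3 cultures would also give input clean air replicate 3 a slope near that of the exposed inputs, so the 0.17 argues against it, and the IP of clean air replicate 3 had a slope of 0.03. The values leave open a culture that responded little and a clean air culture from outside replicate 3, such as that of replicate 4, under that label. Neither was tested, and it may also be that the exposed inputs of replicates 4 and 5 differ for a reason other than the exposure.

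Without that library 2144 genes were called. After each library's trends in length and GC content were removed, 1578 of these kept their call and direction, which argues against such trends as the whole cause. Of the genes called higher 50% were protein coding, against 93.6% of those called lower and 83.7% of those tested. A batch shared by all libraries of replicates 4 and 5 would bring their clean air and exposed inputs together, and the r between these was 0.929 to 0.951, against 0.979 or more between the clean air inputs of replicates 4 and 5 and the inputs of replicate 3. This argues against such a batch as the whole cause. The comparison rests on 2 exposed inputs, so a cause other than the mixture that reached only those 2 stays open.

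The real split of the 6 inputs gave 0 calls, so the count of splits with as many calls (10 of 10 for genes and 10 of 10 for transcripts) was fixed and says nothing. One split (1 of 10) called 385 genes, and it placed input clean air replicate 3 with input air pollution replicates 4 and 5. For camera p values, 10 of 10 splits were as small for cholesterol biosynthesis, 9 of 10 for heat shock, 3 of 10 for immediate early genes and 1 of 10 for NRF2 targets, the real one included. With 10 splits the share is never under 0.1, so for these lists exposure and a random division of the inputs cannot be told apart by this count.

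Most pollution-induced transcripts had a lower input level in air pollution. Selection on low exposed inputs gave 79.3% in simulated data with no exposure effect, against 85.5% observed. Under the mirror rule the simulated share with a higher input level was 78.7%, against 66.6% observed, a difference in the other direction. The simulated lists of induced transcripts were longer (3347 to 3468 transcripts against 1228). The simulation therefore does not match the data closely, and neither difference can be told apart from that mismatch. In replicate 5, which the enrichment did not use, 48.7% were lower against 37.6% in transcripts matched on level, at percentile 100 of 10000 draws. The list from the authors' deposited tables gave 56.6% against 36.8%. The limit written in advance was percentile 95, but replicate 5 has 1 library per exposure and the draws over transcripts leave out the spread between libraries. The test therefore decides nothing, and chance zeros in the exposed inputs of replicates 3 and 4 and a lower level in exposed cells cannot be told apart. In comparisons added afterwards with the same 2 libraries, transcripts enriched in both exposures and not induced gave 48.3% against 37.4%, whereas the mirror list gave 41.8% against 44.8% (percentile 0). The excess was therefore not shown to be special to induced transcripts, nor was it shared by all IP-enriched transcripts.

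Of the 222 transcripts listed from the authors' deposited tables, 201 (90.5%) had 0 counts in the exposed inputs of replicates 3 and 4, and 134 had 0 in all 4 inputs of those replicates. The median log2 ratio of the exposed to the clean air IP level was 0.35, with 157 higher, which argues against a large gain of RNA in the exposed IP as the cause of the listing. Of the 222, 186 had at least 10 counts in both clean air IPs. Reads moved between isoforms of 1 gene are a candidate explanation. Of the 219 parent genes 24 (11%) were called enriched in air pollution, against 2.76% of all genes tested. The limit written in advance was 10%, and 11% lies above it, so by that rule the explanation was rejected. It was treated as open only after the value was seen, a departure from that rule, because the 95% Wilson interval (7.48 to 15.8) includes the limit. Isoform assignment and enrichment of single isoforms cannot be told apart on this value.

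The number of pollution-induced transcripts from the authors' deposited tables was 222 at an adjusted p under 0.05 and 390 at an adjusted p under 0.1. Both are lower than the value quoted from the study above.

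Enrichment rose with the guanine share of the RNA, with the lower Spearman rho of the exposures 0.585 (0.639 in clean air). Given guanine share, the rho of cytosine share was 0.0183 in clean air and -0.0669 in air pollution, against 0.449 and 0.455 for guanine share given cytosine share. This argues against a GC-dependent bias of library preparation as the whole cause. The values suggest that guanine content relates to recovery in the IP in both exposures, which other sequence features and the antibody's binding to unmodified RNA leave open, and no biological explanation was tested.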
